A study of Mus musculus with 12 samples.

How the data were processed

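Gene expression was measured by RNA sequencing in 12 libraries of NU1, a mouse urothelial cell line that became immortal by serial passaging. The libraries formed 4 groups of 3: proliferating or quiescent cells, each with a control hairpin or a hairpin against Stag2. Quiescence was induced, per the labels, by letting the cultures reach confluence and then adding rosiglitazone at 1 µM and erlotinib at 0.5 µM. These cells were labelled differentiation day 7. Quiescence below stands for the whole of this treatment. The groups cannot part quiescence itself from confluence, the drugs or differentiation. Rosiglitazone activates the nuclear receptor PPAR gamma, and erlotinib blocks the kinase of the epidermal growth factor receptor. Per the labels' protocols, the libraries were made from polyadenylated RNA with a stranded kit, from total RNA to which ERCC spike-in RNA had been added.

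The authors deposited raw counts, whole numbers per gene symbol and library with no normalization, in 1 table of 23337 gene symbols. The aligner, the counting program, the genome build, the annotation and the use of strand in counting are not stated in the labels. The table as used here holds 0 rows of ERCC sequences, so no scaling to spike-ins was made. Of the symbols, 23134 (99.1%) were found among the symbols or older symbols of GENCODE release M21 or the RefSeq gene table. These references served only for gene names, for GC content, transcript length and 3' UTR sequence, and for the place of a sequence match. Reads of near-identical genes can be split in a way that is unknown here, and overlapping or antisense genes likewise.

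Library totals ran from 14524429 to 21987539 counts. Counting error and floors from such totals cover sampling only, since reads amplified by PCR are not independent molecules. Rows with no count in any library numbered 5762. Pairs of replicates were compared before averaging, and no pair held identical values. The chi-square statistic per degree of freedom between replicates ran from 38.3 to 104, far more than sampling noise, so all 3 replicates of each group were kept as separate.

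Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with its minimum count of 10, which left 12406. Libraries were scaled by TMM, and 4 group means were fitted to all 12 libraries by glmQLFit and tested by glmQLFTest. P-values were adjusted by the Benjamini-Hochberg method over all tested genes, with a threshold of 0.05. There were 5 contrasts: knockdown in proliferating cells, knockdown in quiescent cells, quiescence in control cells, quiescence in knockdown cells, and the interaction, which is the knockdown effect in quiescent cells minus that in proliferating cells. The experiment number (5, 7 or 9) in the labels is shared by 1 library of every group. This number is where the pairing comes from, and it coincides with the batch in the labels. A fit with an added term for experiment, called the replicate block below, is reported beside most results, but not for every named gene.

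Per-library levels are CPM, the count scaled to a common library total, with TMM-scaled totals, and log2 CPM used a prior count of 2. Gene lists were tested with cameraPR of limma 3.58.1 on signed z-scores, with a preset inter-gene correlation of 0.01 and adjustment over the 35 tests of 7 lists in 5 contrasts. A list's effect is given as its median log2 fold change. The lists hold genes of the G1/S and G2/M phases, urothelial differentiation and basal genes, PPAR targets, output genes of the EGFR-MAPK pathway and interferon-stimulated genes. Genes of a cohesin list and of a DREAM list were tested singly. These lists hold subunits of the cohesin complex and of the DREAM repressor complex and also related genes, so not every listed gene is a subunit.

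A quiescence score was computed for each library as the mean log2 CPM of 300 genes that rose in quiescent controls minus that of 300 genes that fell. These genes were chosen from the control libraries of the other 2 experiments, so that no library took part in choosing its own genes. Knockdown minus control was taken within each experiment and tested by an exact two-sided sign-flip test, whose smallest p with 3 experiments is 0.25.

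Genes are named by this rule: Stag2; for both knockdown contrasts and for quiescence in control cells, the 5 genes with the largest positive and the 5 with the largest negative log2 fold change past the threshold, with a mean log2 CPM of at least 2 and the same direction in all 3 experiments; for the interaction, the 3 largest each way; and the genes of the cohesin and DREAM lists. The groups, the tests, this rule, the gene lists and most alternatives were fixed before the data were examined.

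The alternatives fixed then were the replicate block, median-of-ratios size factors, the DESeq2 1.42.0 Wald test, no filter on low counts, a mean count of at least 50, a fit to only the libraries of a contrast, leaving out each library in turn, other settings of the list test and other settings of the score. Offsets for GC content and length (available for 99.0% of tested genes, lowess span 0.3), thinning of all libraries to the smallest total, inter-gene correlations estimated from the residuals, removal of genes with a 3' UTR heptamer and score genes chosen from knockdown libraries or from both arms were chosen after seeing the data.

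The 3' UTR scan regressed log2 fold changes on the presence of each of 15718 heptamers found in at least 100 of the 11790 genes with a 3' UTR of at least 50 bases. It was run in Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1.

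Each procedure was tested on simulated data. Counts were drawn from the real means, dispersions and totals, with 200 genes changed. Of these, 40.5% were recovered at a 2-fold change and 84.0% at a 4-fold change without experiment effects in the data or the fit (12286 and 12297 genes), with 2 and 11 false calls. With the experiment effects of the real data, averaged over the groups, and the replicate block, 72.0% and 92.5% were recovered (12326 genes), with 7 and 6 false calls. With these effects but no block in the fit, 81% were recovered at a 4-fold change (12326 genes), with 1 false call. The list test found a shifted list in 50 of 50 runs and called 3 of 150 unshifted lists (12406 genes), all with independent genes. The score returned -20.0% of the axis where -20 had been planted (12406 genes). The 3' UTR scan recovered the planted heptamer in 10 of 10 runs (11790 genes).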

Results

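The data were raw counts per gene in 12 RNA sequencing libraries of NU1 cells, an immortalised line of normal mouse urothelial cells. The 4 groups were proliferating control, proliferating Stag2 knockdown, quiescent control and quiescent Stag2 knockdown, with 3 replicates each, from experiments 5, 7 and 9. Stag2 encodes a subunit of cohesin, the ring complex that holds and folds chromosomes. The study's title names the DREAM complex, a repressor of cell-cycle genes, and the maintenance of quiescence, so the comparisons address how loss of Stag2 changes expression in each state and how it changes the response to quiescence.

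The mean total was 18131652 counts ± 158719 (SD, n = 3) in proliferating control, 17206457 ± 217962 (SD, n = 3) in proliferating knockdown, 15785486 ± 1123806 (SD, n = 3) in quiescent control and 18141922 ± 3332943 (SD, n = 3) in quiescent knockdown. The deepest library was quiescent knockdown of experiment 5 with 21987539 counts, and the shallowest was quiescent control of the same experiment with 14524429. The 10 most abundant genes took between 5.40% and 6.65% of the counts of a library. Of the variance in log2 CPM, 50.8% lay on PC1, where the state accounted for an R² of 0.947, and 19.3% on PC2, where the experiment accounted for an R² of 0.962. Deviations from the group means correlated across genes between libraries with the same experiment number. The mean r was 0.526 over 18 pairs (0.225 to 0.789). This mean pools all pairs of groups, here and wherever 0.526 is given below. For control and knockdown r was 0.762 to 0.789 in proliferating and 0.506 to 0.761 in quiescent cells. For the 2 states it was 0.471 to 0.537 in control and 0.241 to 0.609 in knockdown cells. The replicate block fits 1 effect per experiment for all groups. Effects that differ between the states are left out of it, and a block within each state was not fitted. Between libraries with different numbers the mean r was -0.259 over 36 pairs. Deviations from a group mean cancel out within the group, so this value follows largely from the same-number mean and is no separate evidence. The common biological coefficient of variation was 0.261 without the replicate block and 0.161 with it.

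**Figure D1:**
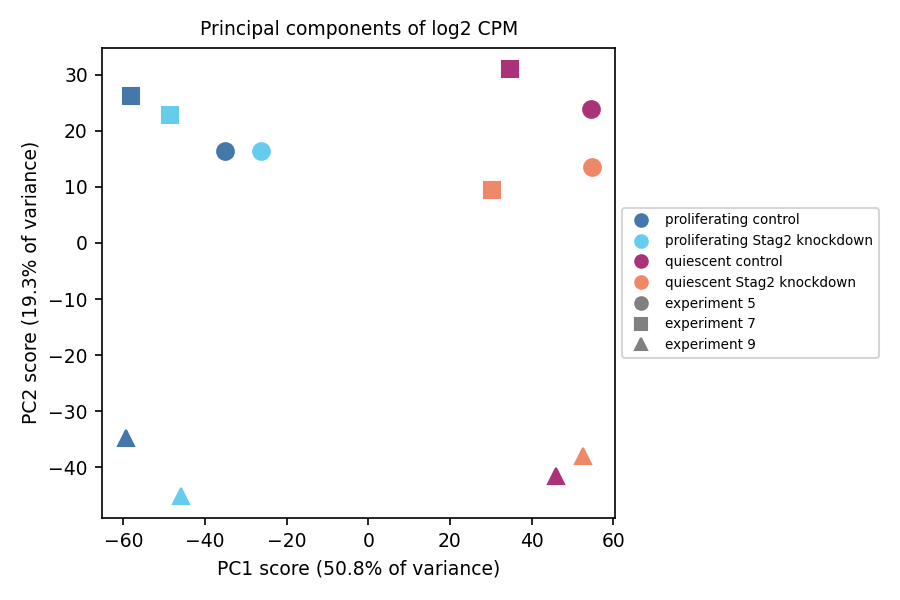
Scores of the 12 libraries on PC1 (x axis, 50.8% of the variance) and PC2 (y axis, 19.3%), with colour for the group and symbol shape for the experiment. The proliferating libraries lie left of 0 and the quiescent libraries right of it, and those of experiment 9 lie below the others.

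Stag2 was examined first, since it checks the labels. In proliferating cells its level was 133 CPM ± 17.4 (SD, n = 3) in control and 27.6 CPM ± 4.96 (SD, n = 3) in knockdown libraries. In quiescent cells it was 121 CPM ± 11.3 (SD, n = 3) and 12.1 CPM ± 2.95 (SD, n = 3). Within experiments, 20.96% ± 3.49 (SD, n = 3) of the control level remained in proliferating cells and 10.1% ± 2.44 (SD, n = 3) in quiescent cells. The log2 fold change was -2.26 (SE 0.19, edgeR adjusted p 0.00121) in proliferating cells and -3.32 (SE 0.20, edgeR adjusted p 3.39e-05) in quiescent cells. With the replicate block the values were -2.26 (edgeR adjusted p 0.000717) and -3.32 (edgeR adjusted p 2.60e-05). The alternative that moved them most, leaving out 1 library, gave -2.42 to -2.19 and -3.51 to -3.16. The difference between the states was -1.05 (SE 0.26) without and -1.06 (SE 0.23) with the block. Its adjusted p in edgeR over all genes was 0.9997 without and 0.526 with the block. In control cells Stag2 did not change with quiescence beyond the error (log2 fold change -0.14, SE 0.18, edgeR adjusted p 0.633). In knockdown cells it fell with quiescence (log2 fold change -1.19, SE 0.19, edgeR adjusted p 0.00208, with the block 0.000576). The differences there were -1.81, -0.70 and -1.07 in experiments 5, 7 and 9.

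**Figure D2:**
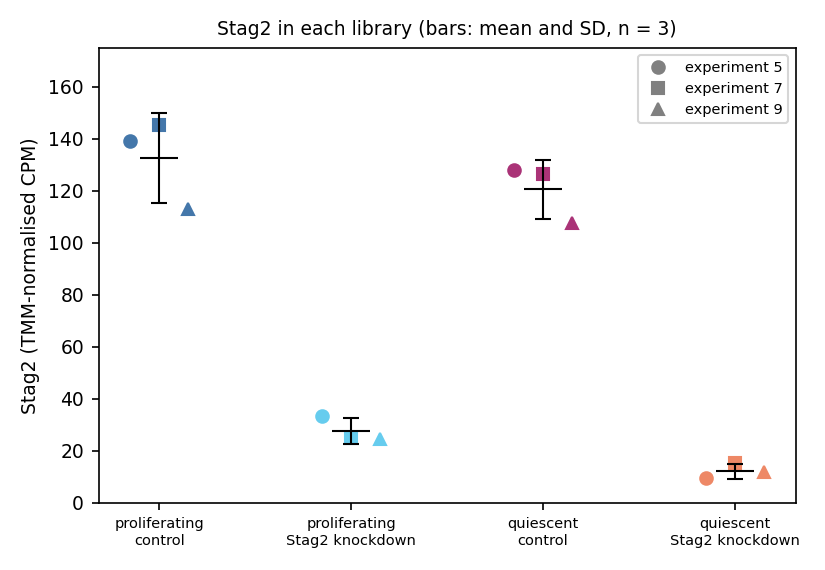
Stag2 in TMM-normalised CPM (y axis, from 0) in each library of the 4 groups (x axis), with symbol shape for the experiment and black bars for the mean and SD of 3 replicates. The knockdown libraries lie between 9.43 and 33.3 CPM, and the control libraries between 107 and 145 CPM.

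The effect of the knockdown in proliferating cells was tested over 12406 genes. There were 3 genes past the threshold of edgeR, all lower, both without and with the replicate block (same-number correlation 0.526), and 228 genes had an unadjusted p under 0.05 without the block and 645 with it. The DESeq2 Wald test moved this count most, to 12 genes. Besides Stag2 the genes were Pdcl3 and Phtf1. Pdcl3 was 59.3 CPM ± 5.59 (SD, n = 3) in control and 26.2 CPM ± 2.81 (SD, n = 3) in knockdown libraries, a log2 fold change of -1.18 (SE 0.13, edgeR adjusted p 0.00871, with the block 0.00985). Phtf1 was 57.4 CPM ± 2.14 (SD, n = 3) and 28.7 CPM ± 0.343 (SD, n = 3), a log2 fold change of -1.0001 (SE 0.13, edgeR adjusted p 0.0261, with the block 0.00985). Both have a sequence in their 3' UTR that is shared by many lower genes, and Phtf1 fell out of the calls in each fit that left out 1 library.

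In quiescent cells the knockdown gave 54 genes past the threshold of edgeR, 19 higher and 35 lower. With the replicate block, which the same-number correlation of 0.526 bears on, it gave 440 genes, 197 higher and 243 lower, and these included all 54. The largest count of any alternative, 658, came from the block with GC and length offsets. All 3 genes of the proliferating cells were among the 54. Across 12405 genes, Stag2 left out, the log2 fold changes of the knockdown in both states had a Pearson r of 0.470 and a Spearman rho of 0.470, where genes are not independent replicates. Of the 34 other genes that were lower in quiescent cells, 33 had a negative log2 fold change in proliferating cells, and of the 19 higher genes 16 had a positive one. With the block these were 237 of 242 and 173 of 197.

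The genes with the largest increases in quiescent knockdown cells were Il24, Rhpn1, Trnp1, Mcm5 and Gpr137b-ps. Il24 had a log2 fold change of 2.44 (SE 0.39, edgeR adjusted p 0.0296, with the block 0.00928). Mcm5, a replication licensing gene, went from 5.13 CPM ± 1.72 (SD, n = 3) to 14.6 CPM ± 4.15 (SD, n = 3), a log2 fold change of 1.497 (SE 0.27, edgeR adjusted p 0.0451, with the block 0.00259). Rhpn1, Trnp1 and Gpr137b-ps had log2 fold changes of 2.34, 1.57 and 1.47. Gpr137b-ps is named as a pseudogene, shares sequence with its parent and is uncertain. The genes with the largest decreases after Stag2 were Csgalnact2, Areg, Ctnna1 and Aldh1a1. Csgalnact2 went from 26.0 CPM ± 2.69 (SD, n = 3) to 6.25 CPM ± 0.909 (SD, n = 3), a log2 fold change of -2.06 (SE 0.20, edgeR adjusted p 0.00192, with the block 0.000619). Ctnna1, the gene of alpha-catenin, went from 1502 CPM ± 228 (SD, n = 3) to 443 CPM ± 47.2 (SD, n = 3), a log2 fold change of -1.76 (SE 0.22, edgeR adjusted p 0.00727, with the block 0.000895). Its 3' UTR has the same shared sequence as Pdcl3 and Phtf1. Areg and Aldh1a1 had log2 fold changes of -2.03 and -1.68. Each of these genes had the same direction in all 3 experiments. Csgalnact2 was past the threshold in each fit that left out 1 library, and Rhpn1, Mcm5 and Aldh1a1 were not past it in any of those fits.

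The quiescent cells were also confluent and treated with both drugs, so changes with quiescence cannot be assigned to quiescence alone. Quiescence in control cells changed 2481 genes, 1033 higher and 1448 lower. With the replicate block (same-number correlation 0.526) it changed 4374, 2083 higher and 2291 lower, and these included all 2481. Leaving out 1 library moved the count without the block most, to 1394. The largest increases were in Cd200r3, Ceacam1, Aldh1a1, Sprr2g and Tgfb2, with log2 fold changes of 4.17, 4.002, 3.69, 3.67 and 3.64. With the block they were 4.15, 3.68, 3.70, 3.26 and 3.67, so their order changed. Cd200r3, Ceacam1 and Sprr2g belong to families of similar genes and are uncertain. Aldh1a1 rose from 5.45 CPM ± 1.88 (SD, n = 3) to 70.4 CPM ± 13.2 (SD, n = 3), with an edgeR adjusted p of 4.97e-05 (with the block 1.64e-05). The largest decreases were in 2810417H13Rik, Pbk, Top2a, Mki67 and Bub1, with log2 fold changes of -5.45, -5.42, -5.39, -5.33 and -5.26. With the block they were -5.49, -5.55, -5.68, -5.62 and -5.40. Mki67, which encodes a proliferation marker, fell from 200 CPM ± 21.9 (SD, n = 3) to 4.91 CPM ± 3.87 (SD, n = 3), with an edgeR adjusted p of 0.00107 (with the block 4.66e-05).

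Quiescence in knockdown cells changed 2279 genes, 941 higher and 1338 lower, and with the replicate block (same-number correlation 0.526) 4096, 1967 higher and 2129 lower. Of the genes changed in control and in knockdown cells, 1697 were shared, all with the same sign, and with the block 3102, also all with the same sign. The interaction tests whether the knockdown effect differs between the states. It had 0 genes past the threshold, without and with the block, and 219 and 590 genes at an unadjusted p under 0.05. The DESeq2 Wald test gave 6 genes.

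Listed genes of the cell cycle were compared next, since DREAM represses them. With quiescence the 66 G1/S genes had a median log2 fold change of -2.59 in control cells and -2.01 in knockdown cells. For the 81 G2/M genes the medians were -4.16 and -3.27. With the replicate block the medians were -2.59 and -1.99 for G1/S and -4.30 and -3.29 for G2/M (same-number correlation 0.526). All 66 G1/S genes and 79 of the G2/M genes had an edgeR adjusted p past the threshold in control cells.

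In quiescent cells the knockdown raised the G1/S list by a median log2 fold change of 0.50 (limma adjusted p 1.18e-15), and by 0.53 with the replicate block (limma adjusted p 1.10e-14, same-number correlation 0.526). Of the 66 genes, 59 were higher, and the medians in experiments 5, 7 and 9 were 0.46, 0.63 and 0.33. The alternative that moved this test most was the correlation between listed genes. Estimated from the residuals it was 0.412, or 0.345 with the block, in place of 0.01, and the limma adjusted p was then 0.263, or 0.136 with the block. The G2/M list was raised by 0.81 (limma adjusted p 8.25e-08), and by 0.79 with the block (limma adjusted p 3.31e-10). Its medians in experiments 5, 7 and 9 were 0.45, 1.61 and 0.10, and with estimated correlations of 0.767 and 0.483 its limma adjusted p was 0.658, or 0.442 with the block. Among single genes, 3 of the G1/S and 0 of the G2/M genes were past the edgeR threshold, and 14 and 2 with the block, all higher.

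In proliferating cells the same lists moved little. The G1/S median was -0.13 (limma adjusted p 0.00234, with the replicate block -0.13 and 0.000194), and -0.27, -0.15 and 0.00 in experiments 5, 7 and 9. The G2/M median was -0.13 (limma adjusted p 0.0749, with the block -0.21 and 2.65e-05), and -0.53, -0.24 and 0.16 in experiments 5, 7 and 9, so its direction differed between experiments. With estimated inter-gene correlations the G1/S adjusted p of limma was 0.701, or 0.477 with the block.

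The interaction of the G1/S list had a median of 0.63 (limma adjusted p 1.99e-35), and of 0.65 with the replicate block (limma adjusted p 4.25e-35, same-number correlation 0.526). It was positive in 64 of 66 genes, and 0.67, 0.78 and 0.34 in experiments 5, 7 and 9. With estimated inter-gene correlations the limma adjusted p was 0.0243, or 0.00993 with the block. The interaction of the G2/M list had a median of 0.90 (limma adjusted p 6.35e-16), or 1.03 with the block (limma adjusted p 1.02e-26). It was 1.01, 1.73 and -0.10 in experiments 5, 7 and 9, and with estimated correlations the limma adjusted p was 0.490, or 0.0879 with the block.

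**Figure D3:**
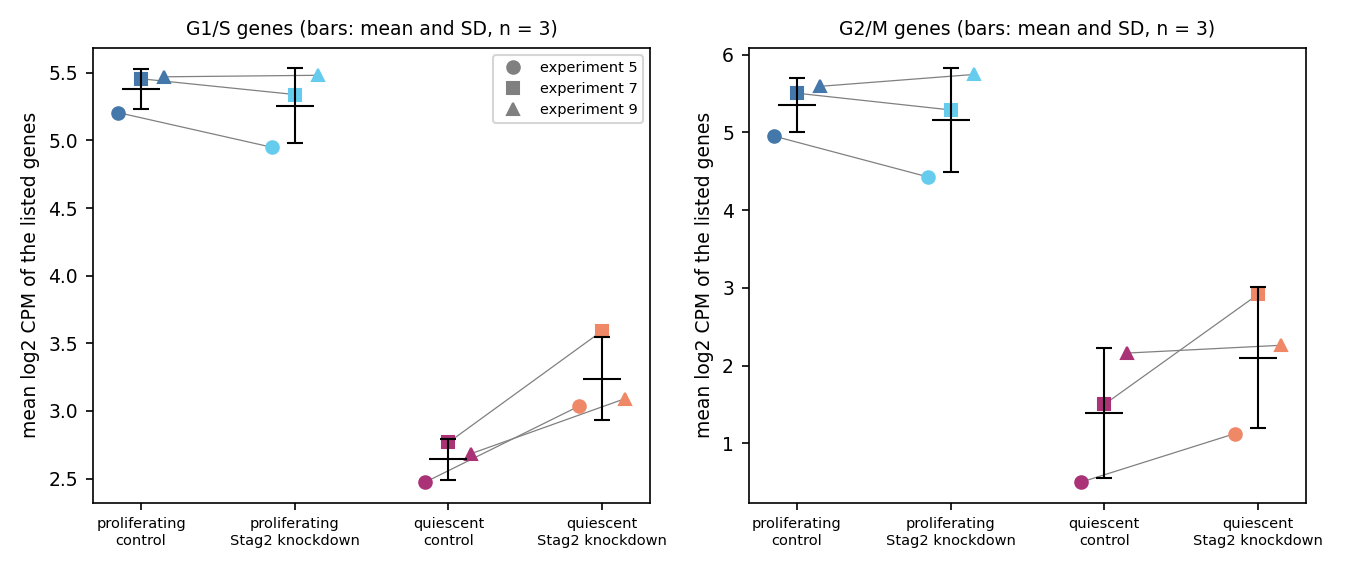
Mean log2 CPM of the 66 G1/S genes (left) and the 81 G2/M genes (right) in each library (y axes) of the 4 groups (x axes), with grey lines joining control and knockdown of 1 experiment and black bars for the mean and SD of 3 replicates. In quiescent cells the G1/S mean is 2.64 in control and 3.24 in knockdown libraries, and all 3 lines rise, while the G2/M means are 1.39 and 2.10.

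The lists for the drugs, for differentiation and for interferon were compared between the states. EGFR-MAPK output genes had a median log2 fold change of -1.13 with quiescence in control cells (limma adjusted p 1.86e-05, with the replicate block -1.07 and 6.40e-06), and PPAR targets rose by 0.34 (limma adjusted p 0.0165, with the block 0.38 and 0.00438). Basal urothelial genes fell by 0.73 (limma adjusted p 0.0189, with the block -0.66 and 0.0136). Urothelial differentiation genes had a median of 0.55 (limma adjusted p 0.0741, with the block 0.51 and 0.0472). Interferon-stimulated genes had a median of 0.68 (limma adjusted p 0.0144, with the block 0.59 and 0.00195), but it was -0.05, 0.52 and 1.14 in experiments 5, 7 and 9. With the planned inter-gene correlation of 0.05, only the EGFR-MAPK list stayed past the threshold for quiescence in control cells. With inter-gene correlations estimated from the residuals, none of these 5 lists was past the threshold for quiescence in control cells, without or with the block. With quiescence in knockdown cells the EGFR-MAPK median was -0.92 (limma adjusted p 9.39e-05, with the block 2.32e-05), the interferon median 0.86 (limma adjusted p 0.00256, with the block 2.68e-05) and the differentiation median 0.77 (limma adjusted p 0.0407, with the block 0.0266), while the PPAR list, at 0.28, was past the threshold with the block (limma adjusted p 0.0255) but not without it (0.0544). The basal median was -0.50 and not past the threshold (limma adjusted p 0.0854, with the block 0.139). The interferon median was -0.0087, 0.93 and 1.10 in experiments 5, 7 and 9. For quiescence in knockdown cells too, only the EGFR-MAPK list stayed past the threshold with the correlation of 0.05. None of the 5 did with estimated correlations, without or with the block. After knockdown in proliferating cells the differentiation list had a median of 0.31 (limma adjusted p 0.010, with the block 0.28 and 0.00277), and -0.05, 0.22 and 0.57 in experiments 5, 7 and 9. It was not past the threshold with a correlation of 0.05, with estimated correlations or, without the block, with GC and length offsets. The PPAR list had a median of 0.09 there (limma adjusted p 0.044, with the block 0.10 and 0.0238), was not past the threshold with either form of inter-gene correlation, and its median changed sign without the control library of experiment 9 or without the knockdown library of experiment 5. After knockdown in quiescent cells none of the 5 was past the threshold without the block. With it the interferon list was (median 0.29, limma adjusted p 0.0343), but not with the block and estimated correlations. For these 5 lists the interaction was not past the threshold. With the block, the interaction of the basal list was (median 0.46, limma adjusted p 0.0266), but not with the block and estimated correlations.

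Besides Stag2, 30 genes of the cohesin and DREAM lists were tested. After knockdown in either state 0 were past the threshold of edgeR, adjusted over the list alone or over all genes. At an unadjusted p under 0.05 there were 0 in proliferating and 4 in quiescent cells. With the replicate block 2 genes, Mybl2 (log2 fold change 1.20) and Foxm1 (0.84), were past it in quiescent cells over the list alone. Over all genes there were 0. Both are cell-cycle genes and not subunits of the DREAM repressor, and they fell with quiescence in control cells (-4.68 and -3.71). Their rise may thus go with that of the cell-cycle lists and does not show a change in DREAM subunits. Stag1, the paralog of Stag2, had log2 fold changes of 0.06 (SE 0.14, edgeR adjusted p 0.9998) in proliferating and 0.22 (SE 0.14, edgeR adjusted p 0.601) in quiescent cells, smaller than the spread between replicates allows to be called, and with the block 0.07 and 0.22 (edgeR adjusted p 0.963 and 0.244). Quiescence in control cells changed 15 of the 30 over the list alone and 13 over all genes, and with the block 18 and 18.

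The quiescence score was -2.83 ± 0.367 (SD, n = 3) in proliferating control, -2.47 ± 0.388 (SD, n = 3) in proliferating knockdown, 2.31 ± 0.436 (SD, n = 3) in quiescent control and 1.89 ± 0.613 (SD, n = 3) in quiescent knockdown libraries. Within experiments, the knockdown moved it by 0.36 ± 0.142 (SD, n = 3, exact sign-flip p 0.25) in proliferating and by -0.42 ± 0.196 (SD, n = 3, exact sign-flip p 0.25) in quiescent cells. These shifts were 6.99% and -8.19% of the distance of 5.15 between the control groups. Both had the same sign in all 3 experiments, and 0.25 is the smallest two-sided p that 3 experiments allow. The score genes were chosen from control libraries, and this choice moved the quiescent shift most. With genes chosen from knockdown libraries it changed direction, to 0.18 ± 0.416 (SD, n = 3), and with genes chosen from both it was -0.13 ± 0.303 (SD, n = 3), with differing signs among the experiments in both cases. The proliferating shift was then 0.52 ± 0.0837 (SD, n = 3) and 0.43 ± 0.0257 (SD, n = 3), and positive in all 3 experiments. With 100 genes each way the quiescent shift was -0.80, on an axis that need not have the same length.

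**Figure D4:**
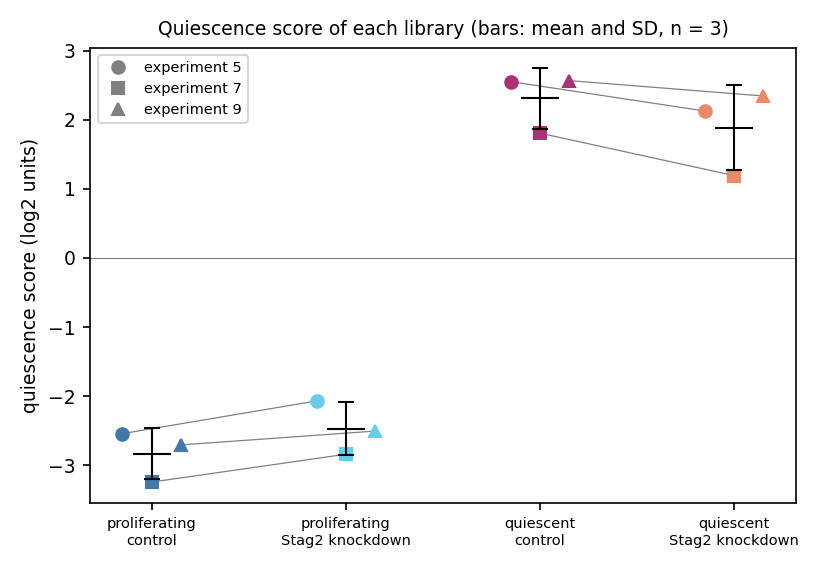
Quiescence score in log2 units (y axis) of each library of the 4 groups (x axis), with grey lines joining control and knockdown of 1 experiment and black bars for the mean and SD of 3 replicates. All 3 lines rise among the proliferating and all 3 fall among the quiescent libraries.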

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

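The replicate block, median-of-ratios size factors, DESeq2, leaving out libraries, the score without the cell-cycle lists and the counts over other splits of the samples were set in advance, and the other tests of this part were chosen after the results were seen. The results are here because the knockdown effect differed between proliferating and quiescent cells.

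The G1/S list had a median interaction of 0.63 and the G2/M list one of 0.90, both past the threshold of the list test. With median-of-ratios size factors the G1/S median was also 0.63. These factors moved the median of all genes by at most 0.0097 on the log2 scale in any contrast, so they are nearly the same scaling and cannot test its effect, here or for the results that follow. Thinning all libraries to the smallest total gave 0.58. Thinning draws reads at random and keeps the expected ratio of genes that are not near the floor, so it hardly tests depth here. GC content and gene length were tested by offsets in the fit with the replicate block, which gave 0.66. The heptamer described under the other observations was in the 3' UTR of 0 of the 65 G1/S and 81 G2/M genes with a 3' UTR in the scan. Direct silencing through that sequence is thus not what moved these lists. Silencing lowers its targets, so it could not have raised the lists in quiescent cells whatever this count was. Effects on the lists that follow from silencing of another gene were not tested and stay open. Genes of a list rise and fall together, which the preset correlation of 0.01 underrates. With the correlation estimated in the fit with the block, the adjusted p in limma was 0.00993 for G1/S, still past the threshold, and 0.0879 for G2/M, not past it. Over all alternatives that left the libraries complete or left out 1 of them, the G1/S interaction was positive. The G2/M interaction was negative in experiment 9 (-0.10), so that it rests on experiments 5 and 7. All 3 experiments had the same sign for G1/S. The exact sign-flip p was 0.25, which is the smallest that 3 experiments can give, so this test could not have separated an effect of the state from the spread between experiments. Single genes with an interaction numbered 0 (219 at an unadjusted p under 0.05). All 4 assignments of the states to the pairs of libraries within experiments gave at least that many, which is so by necessity beside a count of 0 and carries no information. A candidate explanation is that knockdown cells keep more expression of G1/S genes in quiescence, as a hypothesis for the G1/S list and less so for the G2/M list.

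Another candidate explanation for the higher lists in quiescent knockdown cells is a residual share of fully proliferating cells in the culture. Such a mix would raise both lists by the same share of the distance between quiescent and proliferating control. This holds if the residual cells match proliferating control. The excess over quiescent control was 5.81% ± 3.71 (SD, n = 3) of that distance for G1/S and 3.02% ± 5.28 (SD, n = 3) for G2/M. The difference was 2.79 percentage points ± 2.16 (SD, n = 3), with values of 4.88, 0.573 and 2.90 in experiments 5, 7 and 9. In experiment 7 both lists had nearly equal shares, 9.64% and 9.07%, which a mix of cells could give. In experiment 5 the shares were 5.54% for G1/S and 0.663% for G2/M, and in experiment 9 they were 2.24% and -0.662%. These shares come from summed CPM, in which abundant genes weigh most. By the median gene the shares were 6.35%, 10.6% and 3.48% for G1/S and 1.45%, 9.30% and 0.840% for G2/M in experiments 5, 7 and 9, so that the negative share of experiment 9 depends on the summing. The difference of these medians was 2.94 percentage points ± 1.82 (SD, n = 3), with values of 4.90, 1.29 and 2.64. By either measure the share was larger for G1/S in all 3 experiments, where a mix with control-like cells alone would give equal shares. Proliferating knockdown cells differed from control by medians of -0.27, -0.15 and 0.00 for G1/S in experiments 5, 7 and 9. For G2/M these were -0.53, -0.24 and 0.16, so a mix with knockdown cells need not give equal shares. With 3 experiments a mix cannot be excluded.

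Stag2 itself was lower relative to control in quiescent than in proliferating knockdown cells, by -1.05 on the log2 scale. For this single gene the unadjusted p of edgeR was 0.00189, and 0.000903 with the replicate block. The difference had the same sign in all experiments (-1.69, -0.50 and -1.001 in experiments 5, 7 and 9). Adjusted over the cohesin and DREAM lists alone the edgeR p was 0.0587, and 0.028 with the block. The difference was -1.05 with thinned libraries and -1.05 with median-of-ratios size factors, which cannot test scaling. Thinning draws reads at random and keeps the expected ratio for a gene with counts of 199 to 2520. It therefore could not test whether depth accounts for the difference. The exact sign-flip p was 0.25, the smallest that 3 experiments can give, so this test could not decide. If the difference holds, the 2 states also compare 2 degrees of knockdown, and a larger effect in quiescent cells could come from either.

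The quiescence score moved up with knockdown in all 3 proliferating pairs and down in all 3 quiescent pairs, a difference of -0.78 ± 0.315 (SD, n = 3). With median-of-ratios size factors the difference was also -0.78, which leaves scaling untested. Without the G1/S and G2/M lists it was -0.49. Genes next in rank took the place of the listed ones, which can shorten the axis. The share that the listed genes carry therefore cannot be read from this value. The score genes were chosen for a large change between the states in control libraries, so that knockdown libraries are expected to score less far out in both states by that choice alone. With genes chosen from control and knockdown libraries alike the difference was -0.56, and with genes chosen from knockdown libraries it was -0.35, where the quiescent shift was 0.18 in place of -0.42. The shift down in quiescent cells, and with it the opposite directions, therefore cannot be told apart from the choice of genes. The shift up in proliferating cells was 0.36, 0.43 and 0.52 with genes from control, both and knockdown libraries. It was positive in all 3 experiments each time. With genes from knockdown libraries that choice alone would have turned it down, so these values argue against the choice for the proliferating shift. The exact sign-flip p of the difference was 0.25, the smallest that 3 experiments can give, so this test could not decide either.

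Mcm5 was lower in all 3 proliferating pairs (-0.28, -0.22 and -0.12) and higher in all 3 quiescent pairs (1.94, 1.53 and 1.06), with a difference of the means of 1.71. The edgeR interaction was 1.70 (unadjusted p 0.000653, adjusted p 0.9997) without and 1.72 (unadjusted p 6.34e-06, adjusted p 0.0786) with the replicate block. With median-of-ratios size factors, which leave scaling untested, it was 1.70. Only with the block and GC and length offsets (adjusted p 0.0498) and with DESeq2 (adjusted p 0.0431) was it past the threshold, narrowly. In proliferating cells the change was not past the threshold (adjusted p 0.9998, with the block 0.953), so its direction there is uncertain. In all, 20 results were looked through. For the score and the 7 lists, chance gives opposite directions in every experiment in 3.125% of cases. The named genes, Mcm5 among them, were chosen for having 1 direction in all experiments of a state, so that for the 11 of them named in only 1 state it is 12.5% if both directions are equally likely in the other state. That would give 1.625 such results, and 2 were found, the score and Mcm5. Since the knockdown effects in both states correlate across genes (Pearson r 0.470), the number is likely too high, and it leaves the size of an effect aside. The results are also not independent, so that this count cannot decide whether chance is enough for Mcm5.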

How the results depend on the processing

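Offsets for GC content and length, thinning, estimated correlations, removal of heptamer genes and other libraries for the choice of score genes were chosen after seeing the data. Stag2 kept its direction and stayed past the threshold in both states under every alternative that was run, from -2.42 to -2.19 and from -3.51 to -3.16 over the fits that left out 1 library. Scaling to ERCC spike-ins and keeping ERCC counts in the totals were not run, since the table as used here holds 0 such rows. A fit to only the libraries of the contrast was not run for the interaction, whose contrast uses all 12.

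The count of genes changed by knockdown in proliferating cells was 12 (1 higher, 11 lower) with the DESeq2 Wald test in place of 3. It was 1 with only the libraries of the contrast, 1 without the genes that carry the heptamer and 1 without these and with the replicate block, and from 1 to 2 over the 6 fits that left out 1 library. In quiescent cells the count of 54 became 390 (146 higher, 244 lower) with DESeq2, 440 with the replicate block, 658 (282 higher, 376 lower) with the block and GC and length offsets and 386 (181 higher, 205 lower) with the block and without the genes that carry the heptamer. It was 77 with GC and length offsets alone, 43 without the genes that carry the heptamer and 52 with thinned libraries. Over the fits that left out 1 library it was from 5 to 60. Leaving out 1 library also unbalances the experiments, whose effect the fit without the block holds as noise. The common biological coefficient of variation fell from 0.261 to 0.161 with the block. The block gave more genes for knockdown in quiescent cells and for both quiescence contrasts, but not for knockdown in proliferating cells (3 and 3) or the interaction (0 and 0, with 219 and 590 at an unadjusted p under 0.05). In simulated data with the experiment effects of the real data and 200 genes changed 4-fold, the fit with the block recovered 185 of them. The fit without it recovered 162, so that taking up the experiment effects gives more calls there. These simulated effects were the same in all groups, which the real ones need not be. Why the gain differs between the contrasts was not tested.

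Quiescence in control cells gave 2481 genes, 1582 with only the libraries of the contrast, 4374 with the block, 4774 with the block and GC and length offsets, and from 1394 to 3078 with 1 library left out. In knockdown cells it gave 2279, 4096 with the block, 4533 with the block and offsets, and from 1186 to 2029 with 1 library left out. The interaction gave 0 genes, 6 with DESeq2 (4 higher, 2 lower) and 1, Mcm5, with the block and offsets. The 6 were Mcm5, Ccne2, Dtl and Tcf19 (higher) and Aldh1a1 and Csgalnact2 (lower), of which Ccne2, Dtl and Tcf19 are named after their values were seen. The block gave 2 genes of the cohesin and DREAM lists, Mybl2 and Foxm1, in quiescent knockdown cells in place of 0. The cause of these differences was not tested beyond the block.

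For the G1/S list in proliferating knockdown cells (-0.13), the threshold was no longer passed with a correlation of 0.05 (-0.13, adjusted p 0.0822), with the estimated correlation (-0.13, adjusted p 0.701) and with that and the block (-0.13, adjusted p 0.477), and the median ran from -0.24 to 0.0050 with 1 library left out. In quiescent cells it was not passed with the estimated correlation (0.50, adjusted p 0.263) or with that and the block (0.53, adjusted p 0.136). The median there ran from 0.29 to 0.59 with 1 library left out. For the G2/M list the estimated correlation had the same effect for the interaction (0.90, adjusted p 0.490, with the block 1.03, adjusted p 0.0879), for quiescent knockdown cells (0.81, adjusted p 0.658, with the block 0.79, adjusted p 0.442) and for quiescence itself in control (-4.16, adjusted p 0.164) and knockdown cells (-3.27, adjusted p 0.180). A list in which 79 of 81 genes were called singly thus lost its call in the fit without the block, so that this setting is severe there. The G2/M list in proliferating knockdown cells passed the threshold with no filter (-0.15), with only the libraries of the contrast (-0.13), with ranks (-0.13), with the block (-0.21), with the block and offsets (-0.20) and with the block and without heptamer genes (-0.21), yet its median ran from -0.47 to 0.15 with 1 library left out. In quiescent cells it ran from 0.19 to 1.31, and for the interaction the G2/M median ran from 0.33 to 1.45. The G1/S interaction stayed past the threshold under every alternative that was run, from 0.43 to 0.75 over the 12 fits that left out 1 library.

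Among the other lists, the basal list in proliferating knockdown cells changed sign to 0.0090 with no filter and to 0.0089 with the block and offsets. With a mean count of at least 50 the interaction of the interferon list became -0.023 and that of the differentiation list -0.0036. With 1 library left out, medians crossed 0 for the basal list in proliferating knockdown cells (-0.27 to 0.25), for the EGFR-MAPK list in quiescent knockdown cells (-0.36 to 0.28) and the interaction (-0.13 to 0.35), for the PPAR list in proliferating (-0.046 to 0.25) and quiescent knockdown cells (-0.013 to 0.12) and the interaction (-0.25 to 0.16), and for the differentiation list in the interaction (-0.12 to 0.21). The interferon list crossed 0 in all 5 contrasts: -0.37 to 0.43 and -0.76 to 1.29 for knockdown in proliferating and quiescent cells, -0.33 to 1.02 and -0.13 to 1.32 for quiescence in control and knockdown cells, and -0.89 to 1.10 for the interaction. Both ends came each time from leaving out a library of experiment 9. The mean log2 CPM of this list was highest in experiment 9 in all 4 groups (3.35, 3.54, 4.49 and 4.77, against 1.86 to 2.83 in the other libraries), so that in a fit without the block the loss of 1 such library shifts the contrast. The cause of the other sign changes was not tested. With 1 library left out, some other medians kept their sign but moved. For quiescence in control cells the PPAR median ran from 0.13 to 0.68 (limma adjusted p up to 0.0657). The basal median ran from -1.10 to -0.43 there (limma adjusted p up to 0.0671). The differentiation median in proliferating knockdown cells ran from 0.083 to 0.39 (limma adjusted p up to 0.234).

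The quiescence score shift in quiescent cells was -0.80 with 100 genes each way and -0.18 without the G1/S and G2/M lists, beside -0.42. The length of the axis can differ with the genes, so the sizes of these shifts are not directly comparable. The quiescent shift was -0.13 with score genes chosen from control and knockdown libraries. It reversed to 0.18 with genes chosen from knockdown libraries, where the shift in proliferating cells was 0.52 beside 0.36. The cause was not tested. Over the named genes and the other lists, 666 comparisons of an alternative with the reported value kept direction and side of the threshold, 106 were weaker, 41 stronger and 38 reversed. Named genes never reversed, and of their fits with 1 library left out 55 were weaker and 71 were not changed. Median-of-ratios size factors moved the median of all genes by at most 0.0097 on the log2 scale. Thinning to 14524429 counts gave 52 genes in quiescent knockdown cells. This bears on the unequal depth of the libraries, while whether more depth would give more calls was not tested.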

Other observations

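The median-of-ratios size factors and the other splits were set in advance. The heptamer scan with its sign reversals, the search in Stag2 and the tests of GC content, length and depth were chosen after seeing the data but before their own results were seen, and the other tests of this part after.

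Genes that were lower after knockdown in both states could come from the hairpin itself, since a small RNA can silence transcripts through a short match to its seed in their 3' UTR. The labels give no hairpin sequence, so all heptamers were scanned. Of 15718, TGACGCA had the strongest association with lower expression over the mean of both knockdown contrasts (t -10.3). It was present in 204 of 11790 genes, whose log2 fold change was lower by -0.22. The strongest association with higher expression had t 4.28. With the sign of experiment 7 or 5 reversed, TGACGCA was still the strongest, at t -7.26 and -6.33. With that of experiment 9 reversed, the strongest was another heptamer, TATATTT, at t -4.87. Why the reversals differed was not tested. In simulated data without a planted shift the lowest t was -4.31. The shift was -0.15 in proliferating and -0.30 in quiescent cells, and negative in all 6 pairs of libraries, from -0.11 to -0.32. For quiescence in control cells, where the hairpin does not differ, t was 0.771. The 10 strongest heptamers overlapped in 5 shared bases, GACGC.

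The same heptamer occurs 1 time in the longest Stag2 transcript of 6171 bases. By sequence match to GENCODE M21 on GRCm38 it lies on chromosome X from 42250025 to 42250031 on the plus strand, in exon 20 of Stag2-201, in coding sequence. The 21 bases that end 1 base after it read AACCTGATGAAGATGACGCAT. Of all tested heptamers 28.0% occur in that transcript, and of those with 1 CpG 9.37%, so its presence in Stag2 alone is weak evidence. The reverse complement TGCGTCA had t -1.30 in quiescent cells, so a motif read on both strands of DNA does not account for the association. Under median-of-ratios size factors all 3 genes called in both states, Stag2, Pdcl3 and Phtf1, were past the threshold in both, but these factors are nearly the same scaling as TMM and cannot test its effect. These results suggest that seed-type silencing by the hairpin may lower some of the genes, as a hypothesis that the hairpin's sequence or a different hairpin could test.

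The heptamer was in the 3' UTR of Pdcl3 and Phtf1, the only genes besides Stag2 past the threshold in proliferating cells, and of Ctnna1. The heptamer was chosen from the same contrasts, so its share among lower genes partly restates that choice. In proliferating cells alone it was the strongest too (t -7.10), and no library of that contrast enters the quiescent one. Of the 34 lower genes in quiescent cells with a 3' UTR in the scan, 6 carried it (17.6%), against 1.68% of genes not called (Fisher's exact p 2.19e-05). These were Abcb10, Ctnna1, Pdcl3, Phtf1, Wrb and Wwp1, named after their values were seen. With the replicate block 28 of 240 lower genes (11.7%) and 3 of 192 higher genes (1.56%) carried it, against 1.52% of genes not called (Fisher's exact p 8.83e-16 and 0.769). Without the block 1 of 17 higher genes (5.88%) carried it (Fisher's exact p 0.251). When the genes that carry it were removed, the fit without the block gave 43 genes in quiescent cells (15 higher, 28 lower). With the block there were still 386. Direct matches to TGACGCA itself could thus account for a small part of the lower genes, and with the block it was not in excess among higher genes. Genes with the related heptamers that share GACGC were not counted. Effects that follow from silencing of such a gene were not tested.

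Other explanations for the count in quiescent knockdown cells were tested. With offsets for GC content and length it was 77 genes in place of 54, and with all libraries thinned to the smallest total, since quiescent knockdown of experiment 5 was the deepest library, it was 52. Neither bias accounts for the count.

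The gene counts were compared with other splits of the same 6 libraries into groups of 3. For knockdown in proliferating cells, knockdown in quiescent cells, quiescence in control cells and quiescence in knockdown cells alike, 1 of the 4 splits that part all 3 same-numbered pairs gave as many genes, namely the real one, without and with the replicate block, and the other 3 gave 0 genes. Over all 10 splits, the other 6 of which keep some same-numbered libraries together, it was also 1. With so few splits the share cannot go under 0.05, so this test alone cannot tell the counts apart from a grouping by chance. For quiescence, other values argue against such a grouping. The state accounted for an R² of 0.947 on PC1. With quiescence the G1/S medians in experiments 5, 7 and 9 were -2.45, -2.60 and -2.74 in control cells. In knockdown cells they were -1.71, -1.75 and -2.29. For the knockdown counts this test leaves the question open.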
